A study of Homo sapiens with 6 samples.

How the data were processed

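Single-cell RNA-seq was measured with Seq-Well S3, a method that places single cells with barcoded beads in small wells, per the labels' protocols. The cells were SK-N-BE(2)-C, an established human neuroblastoma line. The 6 libraries fell into 3 groups of 2 by the treatment given in the labels: DMSO (the solvent control), TSA (the usual abbreviation of trichostatin A, an inhibitor of the enzymatic activity of histone deacetylases, HDACs) and E6R. The series title speaks of a non-enzymatic inhibitor of the HDAC complex; the structure of E6R, the doses and the treatment times were not given in the sources used here.

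The deposited matrices held whole-number counts of unique molecular identifiers (UMIs) per gene and barcode, which were not normalized. The authors' aligner, genome build, annotation and rule for choosing barcodes were not given in the sources used here. Each matrix had 36601 genes and between 15009 and 15123 barcodes of 12 bases, and the smallest barcode of a library held 62 to 197 UMIs, so the matrices contained many barcodes too small to be whole cells. Of the gene identifiers, 34616 (94.6%) were present in GENCODE 29, which was used with GRCh38 for the coordinates printed here. Genes that overlap another gene were not separated further, because the strand rule of the authors' counting was not given in the sources used here.

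Barcodes with at least 500 genes detected and at most 20% of UMIs from the 13 mitochondrial genes were kept as cells. This kept 17589 cells over the 6 libraries. No doublet caller was run; leaving out the 5% of cells with most UMIs in each library was tried in its place. Cells are not replicates, so the UMI counts were summed over the cells of each library, and the 6 sums were tested. Library sums lay between 4206366 UMIs and 26180262 UMIs. Counting error is small at this depth for abundant genes, and the spread between libraries set the precision: the chi-square of the counts per degree of freedom between replicates was 30.0 for DMSO, 79.8 for TSA and 141 for E6R, so no pair of libraries agreed within counting noise. Intervals and floors cover counting error only.

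The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, the filterByExpr low-count filter, group as the only term and Benjamini-Hochberg adjustment at 0.05, with all 6 libraries in one fit so that they shared the estimate of spread. The common biological coefficient of variation was 0.288. Values printed as CPM had the library size scaled by TMM; those in small barcodes and of olfactory receptor genes used the plain UMI sum. Standard errors of log2 fold changes were computed from the F statistic. Adjusted p-values in the text come from this edgeR test unless another test is named. For single values, 2 libraries against 2 give 6 label assignments, and an exact two-sided permutation test cannot go below p = 0.333.

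The 9 gene lists were tested for TSA and E6R against DMSO with camera (limma 3.58.1, on voom values, inter-gene correlation preset to 0.01), adjusted over the 18 tests, with fry and an estimated correlation beside it. The lists came from general knowledge of the field: genes induced by HDAC inhibitors (15 genes), genes repressed by them (12), subunits of HDAC complexes (30), adrenergic (18) and mesenchymal (18) neuroblastoma genes, genes of neuronal maturation (20), S phase (33), G2/M phase (45) and stress response (18). All list genes were found in the files, some under an older symbol. The lists shared no tested gene, and several were taken from processes active in any dividing cell line.

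Distances between libraries were medians of the absolute difference of log2 CPM (prior count 2) over the 7515 tested genes with a mean of 20 CPM or more. Separation of cells was the area under the ROC curve of a ridge logistic classifier (scikit-learn 1.9.0) trained on one library of each of a pair of groups and applied to the remaining libraries of that pair, in all 4 combinations, with 500 cells per library thinned at random to 1000 UMIs. Phases were called with scanpy 1.11.5 on cells thinned to 1000 UMIs. Few cells were called G1: 216 and 81 for DMSO, 336 and 151 for TSA, and 280 and 161 for E6R. Sums over them were shallower, so lower counts of genes there can reflect lost power. The thinning left out 2124 DMSO, 1118 TSA and 2410 E6R cells that had fewer UMIs.

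Named genes were chosen by a fixed rule. For TSA and for E6R against DMSO these were the 4 largest rises and the 4 largest falls among genes with adjusted p under 0.05, a mean of at least 20 CPM, and both treated libraries on the same side of both DMSO libraries; for E6R against TSA the 3 and 3 by the same rule with TSA in the place of DMSO. CDKN1A, MYCN, HDAC1, HDAC2 and MKI67 were named regardless of the result; 2 further genes of this rule are not reported here, and the list of 5 was adjusted without them. This rule, the lists, the cell filter, the tests and most alternatives were set before the data were examined. Alternatives covered the low-count filter, the scaling, DESeq2 1.42.0, the cell filter, cells with most UMIs, the samples in the fit, a replicate block, depth, cells called G1, mitochondrial and ribosomal protein genes, a fold-change threshold of 1.5 and each library left out. The name of the deposited matrix of TSA replicate 2 carries a mark that can stand for a repeated whole-transcriptome amplification, which the labels do not explain. Another 4 were chosen after seeing the data: leaving out barcodes found in 2 or more libraries, thinning each cell to 1000 UMIs before summing, a different DMSO library for each treatment, and only genes with a mean of 20 CPM or more.

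The labels number the replicates 1 and 2 in each group and do not say whether a number marks a shared day or batch. Whether the numbers pair the libraries was checked in the data: over 7515 genes, the deviations of same-numbered libraries from their group means correlated with r = 0.242 between DMSO and TSA, 0.564 between DMSO and E6R and 0.166 between TSA and E6R. In a group of 2 the deviations are equal and opposite, so spread unrelated to the numbers can also give positive values. These values therefore cannot decide whether the numbers pair the libraries. The fit with a replicate block is printed where it changed a result.

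The tests were tested on simulated data first. Counts were drawn for the real genes with known fold changes; the edgeR test recovered 28.6% of the 196 changed genes tested for TSA against DMSO, with 6 false calls, and 33.3% of 192 for E6R against DMSO, with 14 false calls, over 15963 genes. Of genes changed 4-fold, it recovered 52.6% and 58.9%. In each contrast the false calls were a larger share of the calls made than the adjustment threshold aims for. Counts of called genes in the real libraries may therefore hold more false calls than that threshold states. Camera found the shifted list and also called 2 of the other 17 list tests, which were not shifted, so a single camera call needs its fry value beside it. The classifier gave an area of 0.449 between random parts of one library and 0.985 with a planted shift.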

Results

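The data were 6 single-cell libraries of SK-N-BE(2)-C neuroblastoma cells treated with DMSO, TSA or E6R, with 2 libraries per treatment. They ask how far a non-enzymatic inhibitor of the HDAC complex changes the transcriptome, set against an inhibitor of HDAC enzymatic activity. DMSO replicates 1 and 2 held 6598102 and 8356554 UMIs in all, the TSA replicates 17591510 and 17247520, and the E6R replicates 18112707 and 29994139. After the cell filter there were 1861 and 3132 DMSO cells, 2467 and 3292 TSA cells, and 2891 and 3946 E6R cells. Their median depths were 1268 and 1054 UMIs for DMSO, 1728 and 1876 for TSA, and 1880 and 1124 for E6R. The cells carried 4206366 and 4793493 UMIs in the DMSO libraries, so the control sums were the shallowest of the comparison. In E6R replicate 2, the 1% of cells with most UMIs carried 22.5% of the UMIs in cells.

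The share of UMIs from mitochondrial genes in the library sums was 6.01% ± 0.264 (SD, n = 2) under DMSO, 7.90% ± 2.57 under TSA and 1.53% ± 0.028 under E6R. The E6R libraries lay below both DMSO libraries. In cells thinned to 1000 UMIs, the median share was 6.25% ± 0.212 under DMSO and 1.80% ± 0.141 under E6R. The exact two-sided permutation test gave p = 0.333 for E6R against DMSO, the smallest value that 2 libraries against 2 allow. Without thinning, the median per cell was 6.59% ± 0.205 under DMSO and 2.08% ± 0.42 under E6R. All 13 mitochondrial genes had lower fitted values under E6R than under DMSO with each of the 3 scalings tried. With TMM their log2 fold changes lay between -3.67 and -0.997. Their adjusted p in the edgeR test lay between 0.147 and 0.209, so none passed the threshold singly.

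TSA against DMSO asked which genes an inhibitor of enzymatic activity changed. Of 16763 genes tested, 4975 (29.7%) passed the edgeR threshold, 2720 higher and 2255 lower under TSA. Among these, 1529 had a fitted change of at least 4-fold, 823 of them higher. The scaling set the split between higher and lower: with total counts only, the median of all fitted log2 fold changes moved from -0.01 to -0.32, and 1717 genes were called higher and 3361 lower. With the replicate block 6047 genes were called, 4947 of them among the 4975. The number of calls was 2653 with a fold change of 1.5 tested. It was 6001 without E6R replicate 1 and 6028 without E6R replicate 2. It was 2508 without DMSO replicate 1, 2696 without DMSO replicate 2, 1769 without TSA replicate 1, 1416 without TSA replicate 2, and 1335 in cells called G1. Of the calls without a DMSO or TSA replicate and in G1 cells, in the same order, 2409, 2558, 1748, 1410 and 1286 were also among the 4975.

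The largest rise was in AL606500.1 (ENSG00000287064), a gene that is not in GENCODE 29 and whose position is therefore not given. TSA cells held 1847 and 4485 UMIs of it and DMSO cells held 1 and 0. Per UMI sequenced this is a ratio of 2065, with an exact 95% counting interval from 370 to 81565. AL356804.1 (ENSG00000259033; GRCh38 chromosome 14, 70275296 to 70291859, plus strand, a lincRNA) had 580 and 1017 UMIs under TSA and 0 and 4 under DMSO, a ratio of 130 with an interval from 50.7 to 478. TCN2 (ENSG00000185339; chromosome 22, 30606838 to 30627278, plus strand, protein coding, overlapping PES1 on the other strand) rose from 1.27 ± 0.902 to 97.3 ± 1.99 CPM, a log2 fold change of 6.22 (SE 0.42, adjusted p = 0.000489). DHRS2 (ENSG00000100867; chromosome 14, 23630115 to 23645639, plus strand, protein coding) rose from 13.4 ± 8.68 to 597 ± 82.1 CPM, a log2 fold change of 5.48 (SE 0.52, adjusted p = 0.000918). AL356804.1 lost its call in cells called G1, where its adjusted p was 0.0584; over its 24 alternatives the adjusted p ranged from 8.73e-42 to 0.0584.

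The largest falls were in SLC6A2, CYB561, EDNRA and CCDC102A. SLC6A2 (ENSG00000103546; chromosome 16, 55655604 to 55706192, plus strand, protein coding, overlapping AC136621.1 on the same strand) had 390 ± 233 CPM under DMSO and 5.41 ± 0.234 under TSA, a log2 fold change of -6.17 (SE 0.69, adjusted p = 0.00135). CYB561 (ENSG00000008283; chromosome 17, 63432304 to 63446378, minus strand, protein coding) had 1178 ± 268 and 33.6 ± 5.08 CPM, a log2 fold change of -5.13 (SE 0.45, adjusted p = 0.000732). EDNRA (ENSG00000151617; chromosome 4, 147480917 to 147544954, plus strand, protein coding, overlapping AC093908.1 and a pseudogene) fell by 5.05 on the log2 scale (SE 0.80, adjusted p = 0.00414), from 20.7 ± 13.6 to 0.631 ± 0.462 CPM. CCDC102A (ENSG00000135736; chromosome 16, 57512178 to 57536599, minus strand, protein coding) fell by 4.92 (SE 0.35, adjusted p = 0.000489), from 41.9 ± 14.9 to 1.37 ± 0.097 CPM. SLC6A2, CYB561, EDNRA and CCDC102A kept an adjusted p under 0.05 in all 24 alternatives.

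Of 5 genes named regardless of result, 1 differed between TSA and DMSO, both over all genes and adjusted over the list alone. HDAC1 (ENSG00000116478; chromosome 1, 32292086 to 32333635, plus strand) rose from 59.1 ± 10.2 to 157 ± 3.96 CPM (1.41, SE 0.20, adjusted p = 0.00267). CDKN1A, MYCN, HDAC2 and MKI67 did not pass, with adjusted p of 0.352, 0.148, 0.169 and 0.347. CDKN1A differed too much between the DMSO libraries to resolve a change of this size, with 20.4 and 95.1 CPM. It passed without the low-count filter (edgeR adjusted p = 0.0109), at a log2 fold change of 0.83 against 0.90 with the filter. That pass was not read as a change. MYCN passed with total counts only, where it was lower (adjusted p = 0.0323). Over their 24 alternatives the adjusted p ranged from 0.0109 to 0.821 for CDKN1A and from 0.0323 to 0.644 for MYCN.

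**Figure D1:**
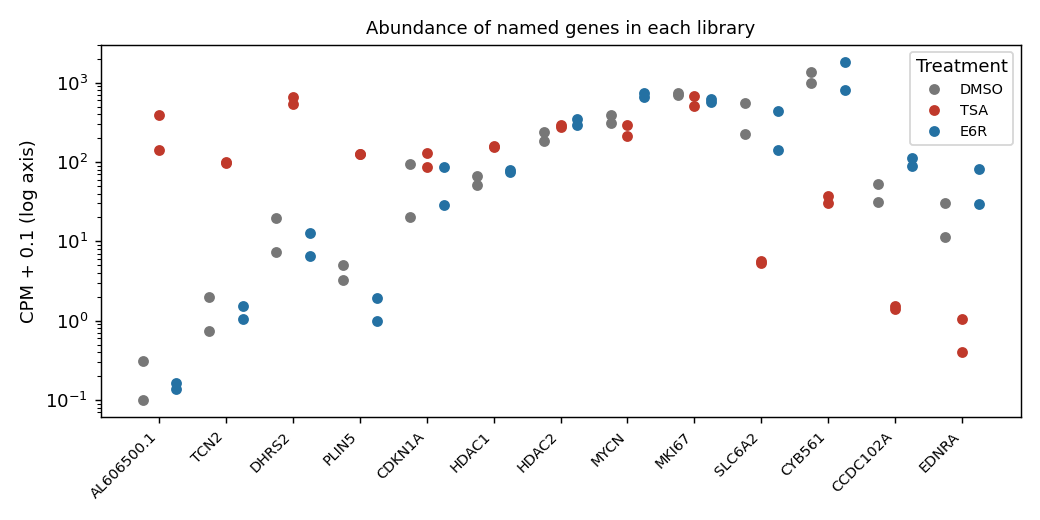
Abundance of named genes in each library, as CPM plus 0.1 on a log axis; each point is a library, coloured by treatment. The TSA libraries stand apart for the genes with the largest changes, such as DHRS2, which had 597 ± 82.1 CPM under TSA and 13.4 ± 8.68 under DMSO (mean ± SD, n = 2).

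E6R against DMSO asked the same of the non-enzymatic inhibitor. No gene passed the edgeR threshold, 0 of 16763. At an unadjusted p under 0.05 there were 2913 genes, where 838 would be expected with no effect. Under some other settings the excess was smaller. Counts were 1734 against 674 expected with library sums thinned to the smallest, and 872 against 593 with cells thinned to 1000 UMIs each. In cells called G1 they were 667 against 566, from sums of only 81 to 336 cells per library. The excess was larger in all deposited barcodes, 5757 against 953, and with the replicate block, 3425 against 838. With at least 300 genes per barcode it was also larger, 3334 against 861. With total counts only the edgeR count was 0 as well, and the median of all fitted log2 fold changes moved from 0.03 to -0.10. DESeq2 called 361 genes, and edgeR with a replicate block called 19. Without the low-count filter edgeR called 1095, given little weight because that fit gave strongly changed genes far smaller adjusted p at similar fold changes. Without E6R replicate 1 and without E6R replicate 2 it called 3 genes each. The smallest adjusted p was that of TFRC (ENSG00000072274; chromosome 3, 196027183 to 196082189, minus strand, protein coding, overlapping AC024937.1 and RNU7-18P on the other strand), which was named after its values were seen. TFRC had 51.5 ± 5.82 CPM under DMSO, 349 ± 50.6 under E6R and 230 ± 45.8 under TSA. Its log2 fold change was 2.76 for E6R (SE 0.24, adjusted p = 0.0533) and 2.16 for TSA (SE 0.24, adjusted p = 0.00126). TFRC passed for E6R in all deposited barcodes (adjusted p = 0.0256), without mitochondrial and ribosomal protein genes (0.0441), without E6R replicate 1 (0.00975) and without E6R replicate 2 (0.0264). The other genes called without an E6R replicate, also named after the result was seen, were CRH and AC073140.1 without replicate 1, and GACAT3 and MUC3A without replicate 2. The simulated data recovered 58.9% of genes changed 4-fold in this contrast. Whether that share carries over to the real libraries was not measured. In them TFRC had the smallest adjusted p and did not pass at a fitted change above 4-fold.

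Among the 5 genes none passed for E6R over all genes, and MYCN passed adjusted over the list alone. MYCN (ENSG00000134323; chromosome 2, 15940564 to 15947007, plus strand, overlapping MYCNOS on the other strand), which is amplified in many neuroblastomas, had 353 ± 57.4 CPM under DMSO, 695 ± 53.4 under E6R and 253 ± 54 under TSA. Its log2 fold change for E6R was 0.98 (SE 0.23, adjusted p = 0.205). It passed with DESeq2 (adjusted p = 0.0153). It also passed without the low-count filter (0.00127), in the fit given little weight above. Its adjusted p ranged over 24 alternatives from 0.00127 to 0.832. The adjusted p was 0.997 for CDKN1A, 0.366 for HDAC1, 0.237 for HDAC2 and 0.558 for MKI67.

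E6R against TSA tested the difference between the treatments directly. In edgeR, 6408 genes (38.2%) differed, 3141 higher and 3267 lower under E6R. Of these, 4118 were also called for TSA against DMSO, a contrast that shares the TSA libraries. With the replicate block 7567 genes were called, 6391 of them among the 6408. The count was 3175 without TSA replicate 1 and 2628 without TSA replicate 2, and 2594 in cells called G1. The largest rises under E6R relative to TSA were in EDNRA (log2 fold change 6.48, SE 0.81), CCDC102A (6.16, SE 0.36) and SLC6A2 (5.73, SE 0.68). The largest falls were in AL606500.1, AL356804.1 and PLIN5. AL606500.1 had 1 UMI in each E6R library, a ratio of TSA over E6R of 4813 with a counting interval from 1332 to 39754. AL356804.1 had 3 and 10 UMIs under E6R, a ratio of 187 with an interval from 109 to 352. PLIN5 (ENSG00000214456; chromosome 19, 4522531 to 4535224, minus strand, protein coding, overlapping AC011498.4 on the same strand) had 125 ± 0.174 CPM under TSA and 1.35 ± 0.652 under E6R (log2 fold change -6.48, SE 0.38, adjusted p = 0.000228). EDNRA, CCDC102A, SLC6A2, AL606500.1, AL356804.1 and PLIN5 passed in all 24 alternatives. Of the 5 genes named regardless of result 2 passed, over all genes and adjusted over the list alone: HDAC1 (-1.04, adjusted p = 0.00494) was lower under E6R and MYCN (1.46, adjusted p = 0.00273) was higher.

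The distance between libraries was compared without a test. Between TSA and DMSO libraries the median absolute log2 difference was 0.63 on average over 4 pairs (range 0.60 to 0.67), and between E6R and TSA libraries it was 0.68 (0.65 to 0.71). Between E6R and DMSO libraries it was 0.35 (0.30 to 0.39). Replicates differed by 0.25 under DMSO, 0.19 under TSA and 0.28 under E6R. The smallest E6R to DMSO distance was above the largest distance between replicates by little. With library sums thinned to the smallest it was not, at 0.292 against 0.293 between the E6R replicates. That smallest distance was between the libraries numbered 2, while distances between replicates always cross the numbers. Without thinning, E6R to DMSO pairs of different numbers lay at 0.34 and 0.39, and the pair numbered 1 at 0.36. The largest shift under an alternative was with genes of mean CPM of 100 or more, where the distance of TSA from DMSO was 0.59 and that of E6R from TSA 0.62.

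**Figure D2:**
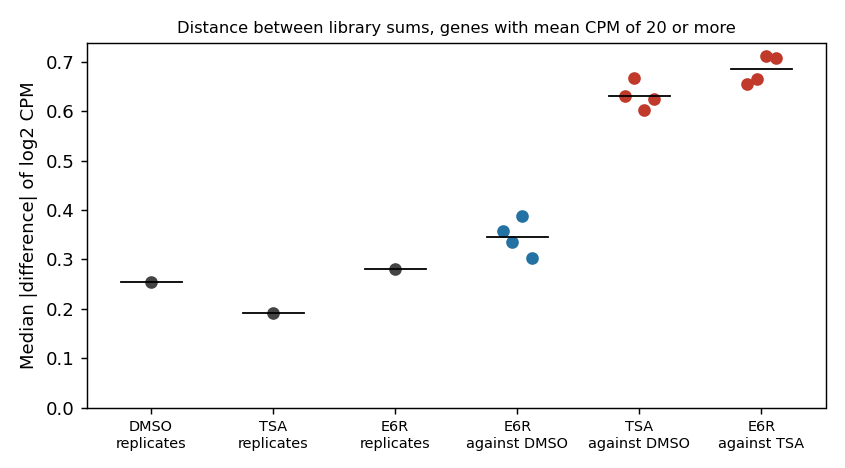
Median absolute difference of log2 CPM between libraries over 7515 genes. Each point is a pair of libraries and each line the mean of its kind; E6R against DMSO pairs lie between 0.30 and 0.39, TSA against DMSO pairs between 0.60 and 0.67, and replicate pairs between 0.19 and 0.28.

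Whether E6R moved genes in the direction of TSA was examined across genes, which are not independent replicates. The log2 fold changes against DMSO correlated with r = 0.138 (Spearman's rho 0.0749), and 51.9% of genes had the same sign. Both contrasts share the DMSO libraries, and this alone gives a positive value: in 20 simulations with unchanged groups the median r was 0.587 (range 0.566 to 0.607), with 68.2% of genes of the same sign. With TSA changed as observed and E6R unchanged, r was 0.319 (range 0.294 to 0.337). With a different DMSO library for each treatment, r was -0.138 and 0.00930, with a mean of -0.0644. Deviations shared by same-numbered libraries enter these contrasts with opposite signs, and the simulations held no such pairing, so no sign or size of a shared effect was read from r. The value depended on single libraries: it was 0.356 without DMSO replicate 1, 0.528 without DMSO replicate 2 and 0.264 without TSA replicate 2. It moved most without the low-count filter, to 0.575.

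Of the 9 fixed lists, 2 passed camera for TSA. Genes induced by HDAC inhibitors were higher, with a median log2 fold change of 1.60 and 14 of 15 genes higher (adjusted p = 0.000112). Adrenergic neuroblastoma genes were lower, with a median of -1.07 and 5 of 18 genes higher (adjusted p = 0.00715). For E6R, 5 lists passed. S phase genes had a median of 0.68 with 31 of 33 higher (adjusted p = 5.31e-14), and genes repressed by HDAC inhibitors had a median of 0.55 with 12 of 12 higher (adjusted p = 9.2e-07). The G2/M phase (0.22, adjusted p = 0.00146), HDAC complex subunit (0.21, adjusted p = 0.023) and neuronal maturation (0.26, adjusted p = 0.0226) lists were also higher under E6R. With fry, which makes no assumption of a preset correlation, the induced and adrenergic lists held for TSA and the repressed list for E6R, each with an adjusted p of 0.0218, while the S phase and G2/M lists had 0.0601. With an estimated correlation no list passed, the smallest adjusted p being 0.289. Among genes with a mean of 20 CPM or more, only the S phase list (median 0.51, adjusted p = 5e-09) and the repressed list (median 0.39, adjusted p = 0.000129) of the 5 still passed for E6R. Over 24 alternatives the adjusted p ranged from 5.58e-22 to 0.352 for the S phase list and from 3.25e-12 to 0.289 for the repressed list under E6R, from 2.32e-10 to 0.289 for the induced list and from 0.00134 to 0.289 for the adrenergic list under TSA. The HDAC complex subunit list lost its call for E6R without E6R replicate 1 (median 0.17), and had medians of 0.37 without DMSO replicate 1 and 0.37 without E6R replicate 2. The neuronal list lost it without DMSO replicate 1 (0.22) and without E6R replicate 2 (-0.19), and had medians of 0.80 without DMSO replicate 2 and 0.88 without E6R replicate 1. The lists that passed had the same direction with each of the 3 scalings.

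Adjusted over the list alone, 23 of the 33 S phase genes and 6 of the 12 repressed genes passed for E6R, where 0 passed over all genes. Under TSA, 10 of the 15 induced genes passed either way, 9 higher and 1 lower, and 9 of the 18 adrenergic genes, 8 of them lower. All 9 lists together had 208 tested members, and no tested gene was in more than 1 list. Of these, 90 passed for TSA and 21 for E6R adjusted over the list alone, against 82 and 0 over all genes. The remaining lists did not pass camera. For TSA the adjusted p was 0.192 for repressed genes (median -0.45), 0.304 for HDAC complex subunits (0.27), 0.351 for mesenchymal genes (0.52), 0.351 for neuronal maturation (0.28), 0.251 for S phase (0.29), 0.251 for G2/M (0.18) and 0.235 for stress response (0.46). For E6R it was 0.251 for induced genes (0.24), 0.235 for adrenergic genes (0.22), 0.251 for mesenchymal genes (0.23) and 0.379 for stress response (0.09). Whether a list differed between E6R and TSA was not tested. Single libraries moved medians under TSA without a call. The mesenchymal median was 1.52 without DMSO replicate 1, -0.74 without DMSO replicate 2, 0.0141 without TSA replicate 1 and 0.97 without TSA replicate 2. The neuronal median was 0.0321 without DMSO replicate 1 and 0.58 without DMSO replicate 2. The S phase median was 0.11 without DMSO replicate 2 and 0.49 without TSA replicate 1. Without DMSO replicate 2 the medians were 0.18 for HDAC complex subunits, 0.0995 for G2/M and 0.76 for stress response, and without TSA replicate 1 that of repressed genes was -0.28. Under E6R the stress response median was 0.50 without DMSO replicate 2, 0.21 without DMSO replicate 1, 0.21 without E6R replicate 1 and 0.26 without E6R replicate 2. The induced median under E6R was 0.37 without DMSO replicate 1 and 0.63 without E6R replicate 2. Single libraries also changed calls under E6R. The adrenergic list passed for E6R without DMSO replicate 1 (0.29) and without E6R replicate 1 (0.26). The mesenchymal list under E6R passed as lower without E6R replicate 1, with a median of -0.92, and as higher without E6R replicate 2, with 1.43; its median was 0.91 without DMSO replicate 1 and -0.79 without DMSO replicate 2. With total counts only, the medians of the HDAC complex subunit, neuronal maturation, S phase and G2/M lists under TSA and of the stress response list under E6R were below 0.

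**Figure D3:**
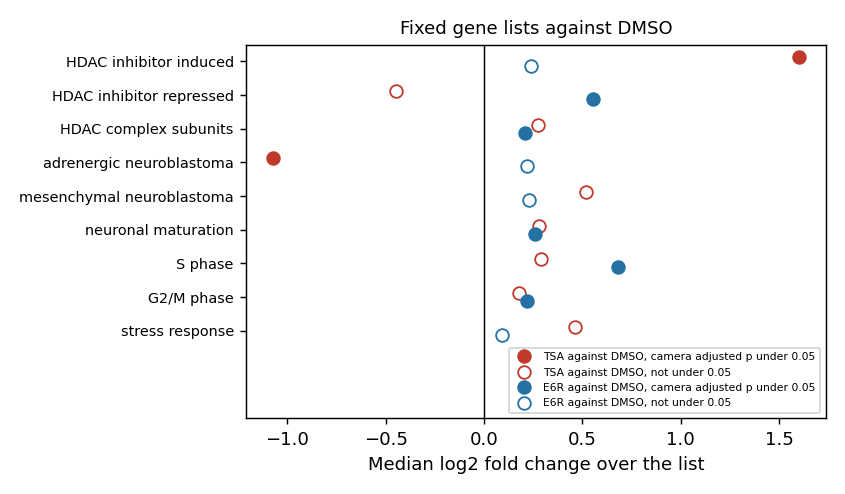
Median log2 fold change of each fixed gene list under TSA and E6R against DMSO. Filled points passed camera at an adjusted p under 0.05; the induced list under TSA lies at 1.60 and the S phase list under E6R at 0.68.

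At the level of cells, a classifier trained on one library of each group separated the remaining TSA and DMSO libraries with a mean area under the curve of 0.993 (range 0.9785 to 0.9998 over 4 combinations), and E6R from TSA with 0.993 (0.9856 to 0.9996). For E6R from DMSO the mean was 0.698. It was 0.823 and 0.879 when trained on libraries with the same replicate number, and 0.557 and 0.534 when trained on libraries with different numbers. An area of 0.5 means no separation. Without mitochondrial and ribosomal protein genes the areas for E6R from DMSO were 0.760 and 0.787 with same-numbered training libraries, and 0.311 and 0.294, below 0.5, with crossed ones. With 500 UMIs per cell, where no cell was left out as too shallow, they were 0.787 and 0.833 with same-numbered and 0.668 and 0.717 with crossed training libraries. The crossed areas were 0.4885 and 0.413 with 2000 UMIs per cell, and 0.502 and 0.442 with no limit on the mitochondrial share.

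**Figure D4:**
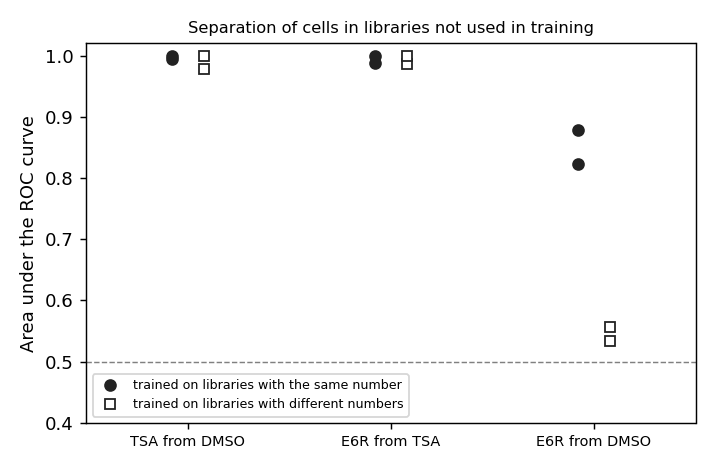
Area under the ROC curve for cells of libraries not used in training. Each point is a combination of training libraries; the dashed line marks no separation, and E6R from DMSO lies between 0.534 and 0.879 while the other pairs lie above 0.97.

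Genes detected per cell at 1000 UMIs were 749 ± 11.3 under DMSO, 679 ± 46.7 under TSA and 770 ± 0.707 under E6R (mean of library medians ± SD, n = 2). Both TSA libraries lay below and both E6R libraries above the DMSO libraries, each with an exact two-sided permutation p = 0.333. The difference was -37 for TSA without TSA replicate 2 and 12.5 for E6R without DMSO replicate 2. Without thinning the medians were 911 and 758 under DMSO, 1069 and 1029 under TSA, and 1239 and 842 under E6R. The share of cells called S phase was 16.8% ± 6.86 under DMSO, 17.6% ± 4.22 under TSA and 27.7% ± 2.84 under E6R. By library it was 21.7% (exact 95% binomial interval 19.3 to 24.1) and 11.95% (10.4 to 13.6) under DMSO, and 25.7% (23.9 to 27.6) and 29.8% (27.9 to 31.7) under E6R. The exact permutation p for E6R was 0.333, with a difference of 10.9 percentage points that was 6.10 without DMSO replicate 2. Without thinning the shares were 25.6% and 14.6% under DMSO, 18.8% and 20.9% under TSA, and 32.3% and 35.6% under E6R. The share called G2/M was 71.7% ± 16.3 under DMSO, 70.7% ± 4.78 under TSA and 62.3% ± 1.05 under E6R, and the DMSO libraries differed by more than the groups, with 60.2% and 83.2%. Leaving out a DMSO library set the direction of the G2/M difference between E6R and DMSO, which was -21.0 percentage points without DMSO replicate 1 and 2.12 without DMSO replicate 2; for TSA it was -12.6 and 10.5. Phase calls also read free RNA, whose amount was not measured per cell, so they were not read as rates of division.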

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

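All tests in this part, on DHRS2 in small barcodes, on reads assigned to another library and on the PCR primer, were put in this form after the result was seen.

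A signal appeared in barcodes that the comparisons do not use. Barcodes with fewer than 500 genes held DHRS2 at 411 ± 99.7 CPM (mean ± SD of the 2 libraries) under TSA, against 15.0 ± 4.54 under DMSO and 9.85 ± 1.51 under E6R, so the change seen in TSA cells was also present in barcodes too small to count as cells. Reads exchanged between libraries do not account for it: they would raise DHRS2 in small barcodes of all libraries, and the higher of the DMSO and E6R means was 15.0 CPM. In the TSA libraries the level in small barcodes was 0.764 of that in cells. Free RNA from treated cells may give this, and so may small or damaged treated cells. Both predict a level near that of cells, so they cannot be told apart here. A change in the treated cells themselves, which the design names, underlies either reading.

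Barcodes found in 2 or more libraries were more frequent than chance allows. Of 88400 distinct barcodes 897 were found in more than one library, and 93 in all 6. Pairs of libraries shared 113 to 452 barcodes, where 13.4 to 13.6 would be expected from random 12-base barcodes, or 202 over all pairs. The shared barcodes mattered for depth: those among cells carried 51.1% of the UMIs in cells of E6R replicate 2 and 8.34% to 26.5% in the other libraries.

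The shared barcodes fell into different kinds. In 529 of them one library held at least 10 times the UMIs of each other library. A candidate explanation for these is that reads of one library were assigned to another during sequencing. Within the TSA libraries, barcodes that were far larger in an E6R library held DHRS2 and TCN2, which TSA raised, at 0.0902 of the level in the other small TSA barcodes, a value that rests on 6 UMIs of these genes in 137009. In the other 368 no library dominated. Of the 126 of these found in 3 or more libraries, 39.7% held 9 bases in a row of the PCR primer commonly used after template switching, against 0.049% of the barcodes found in one library. The primer sequence was taken from general knowledge of the method. This suggests that part of them were primer read as a barcode and not cells. Of the 242 found in 2 libraries, 1.65% held the primer, and their number is near the 202 coincidences expected by chance. No biological explanation was tested for shared barcodes. Without all shared barcodes edgeR called 4416 genes for TSA against DMSO, 0 for E6R against DMSO and 5586 for E6R against TSA. For E6R against DMSO, 1707 genes then had an unadjusted p under 0.05, where 808 would be expected. With the shared barcodes these were 2913 and 838.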

How the results depend on the processing

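Each result was computed again under the alternatives, and the cause was not tested for any change given here unless it is stated. Where a library was left out, its group had 1 library, which was assumed to vary like those of the other groups. Of the results outside the named genes, 514 values stayed the same, 37 moved, 18 became stronger, 26 weaker and 5 reversed. A count stayed the same when it was within 1.5 times the first one, a list when it stayed on its side of the threshold, and a value without a test when it moved by less than the SD of its replicates or pairs, or for the correlation by less than the SD over the fits with a library left out. This leaves wide moves among them. Without DMSO replicate 2 the mesenchymal list under TSA, which had no call, went from 0.52 to -0.74, and the difference in the percent of cells called S between TSA and DMSO from 0.762 to -4.09. With the replicate block 6047 genes were called for TSA against DMSO and 7567 for E6R against TSA; beside the counts of genes, it changed no call of a list or a named gene.

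The number of genes changed under TSA against DMSO, 4975, was 1335 in cells called G1, 2653 with a fold change of 1.5 tested, 3201 among genes with a mean of 20 CPM or more, and between 1416 and 6028 with a library left out. For E6R against DMSO, 0, it was 1095 without the low-count filter, 361 with DESeq2, 1 in all deposited barcodes, 19 with the replicate block, 1 without mitochondrial and ribosomal protein genes, and between 0 and 3 with a library left out. For E6R against TSA, 6408, it was 2594 in cells called G1, 4081 with a fold change of 1.5 tested, 4106 with cells thinned to 1000 UMIs each, 3638 among genes with a mean of 20 CPM or more, and between 2628 and 6385 with a library left out.

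The correlation of TSA and E6R effects, 0.138, was 0.575 without the low-count filter and 0.300 in all deposited barcodes. It reversed to -0.0693 with library sums thinned to the smallest, to -0.0680 among genes with a mean of 20 CPM or more and to -0.0644 with a different DMSO library for each treatment. With a library left out it lay between 0.128 and 0.528.

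With an estimated inter-gene correlation the medians stay the same by construction and the calls were weaker: the induced list (1.60) and the adrenergic list (-1.07) for TSA, and the repressed (0.55), HDAC complex subunit (0.21), neuronal maturation (0.26), S phase (0.68) and G2/M phase (0.22) lists for E6R. With fry the HDAC complex subunit (0.21), neuronal maturation (0.26), S phase (0.68) and G2/M phase (0.22) lists for E6R were weaker.

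Without the low-count filter more lists passed. For TSA these were HDAC complex subunits (0.19), mesenchymal (0.32), neuronal maturation (0.20), S phase (0.20), G2/M phase (0.0911) and stress response (0.38). For E6R they were induced (0.44), adrenergic (0.38), mesenchymal (0.31) and stress response (0.26). In all deposited barcodes the S phase (0.47) and G2/M phase (0.31) lists for TSA and the adrenergic list (0.39) for E6R passed. In cells called G1 the S phase (0.43) and G2/M phase (0.54) lists passed for TSA.

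The HDAC complex subunit list for E6R, with a median of 0.21, lost its call with total counts only (0.0807), at least 1000 genes per barcode (0.10), only the 2 groups compared (0.17), library sums thinned to the smallest (0.05), only cells called G1 (0.23), cells thinned to 1000 UMIs each (0.0834) and only genes with a mean of 20 CPM or more (0.0523). With a library left out its median lay between 0.17 and 0.37. The neuronal maturation list for E6R, 0.26, lost its call without the 5% of cells with most UMIs (0.25), with library sums thinned to the smallest (0.19) and among genes with a mean of 20 CPM or more (0.10). With a library left out its median lay between -0.19 and 0.88, reversed without E6R replicate 2. The G2/M phase list for E6R, 0.22, lost its call with library sums thinned to the smallest (0.10), with cells thinned to 1000 UMIs each (0.0827) and among genes with a mean of 20 CPM or more (0.0585). The adrenergic list for E6R, 0.22, had medians between 0.19 and 0.31 with a library left out. The mesenchymal list for E6R, 0.23, had medians between -0.92 and 1.43, reversed without E6R replicate 1.

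The distance between TSA and DMSO libraries, 0.63, was 0.59 among genes with a mean CPM of 100 or more, and that between E6R and TSA libraries, 0.68, was 0.62. With 500 UMIs per cell the cell separation was 0.973 for TSA from DMSO and 0.969 for E6R from TSA. The difference in genes detected per cell between TSA and DMSO, -70, was -30.5 with 500 UMIs and -138 with 2000 UMIs per cell, which follows from the number of UMIs read, and lay between -103 and -37 with a library left out. The difference in the percent of cells called S between E6R and DMSO, 10.9, was 19.2 with 2000 UMIs per cell. With a library left out, the difference in the percent called G2/M lay between -12.6 and 10.5 for TSA minus DMSO and between -21.0 and 2.12 for E6R minus DMSO.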

Other observations

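The following tests were chosen only after the result was seen. Among them were those with each cell thinned to 1000 UMIs before summing and with genes of a mean of 20 CPM or more. Those without shared barcodes, on the spread of the E6R replicates, on the replicate number across groups and on thinned mitochondrial medians were others. So were those on the heterogeneity of mitochondrial genes, on the trend with abundance and on the induced list as an argument against a batch. Planned settings on depth, G1 cells, scaling and the mitochondrial limit were put to these questions after their results were seen.

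In edgeR 4975 genes changed under TSA and 0 under E6R, and technical reasons for that contrast were examined. The adjustment widened it, since its cutoff rises with the number of genes that have small p. TFRC had a larger change for its SE under E6R (2.76, SE 0.24) than under TSA (2.16, SE 0.24). Its edgeR adjusted p was nevertheless 0.0533 under E6R and 0.00126 under TSA. At unadjusted p under 0.05 the counts were 2913 for E6R and 7149 for TSA, where 838 would be expected. Unequal depth did not produce the contrast: with all library sums thinned to the smallest, 4538 genes changed under TSA and 0 under E6R. With each cell thinned to 1000 UMIs, so that large cells weighed no more than others, 3417 changed under TSA and 0 under E6R. In cells called G1, 81 to 336 per library, 1335 changed under TSA and 0 under E6R. With so few cells, lower counts can reflect lost power. The G1 selection cannot rule out a different mix of phases. In these cells the S phase (median 0.43) and G2/M phase (0.54) lists passed camera for TSA, so the selection did not equalize phase. Among genes with a mean of 20 CPM or more, where background weighs little, 3201 changed under TSA and 0 under E6R. The spread between the E6R replicates does not explain 0 against 4975. It cannot enter the fit when an E6R replicate is left out, and E6R then gave 3 calls without replicate 1 and 3 without replicate 2, while TSA gave 1769 and 1416 with a TSA replicate left out. Other edgeR settings did call genes for E6R: 1095 without the low-count filter and 19 with the replicate block. The unfiltered fit gave strongly changed genes far smaller adjusted p at similar fold changes. For SLC6A2 under TSA its edgeR adjusted p was 1.68e-82 (log2 fold change -6.25), against 0.00135 (-6.17) with the filter. The 1095 calls were therefore given little weight. Smaller effects of E6R remain open: 2913 genes had an unadjusted p under 0.05 and DESeq2 called 361. The excess of unadjusted p was smaller with cells thinned to 1000 UMIs each, 872 genes against 593 expected, and in cells called G1, 667 against 566. It was larger with the replicate block, 3425 against 838, and in all deposited barcodes, 5757 against 953. The edgeR count for TSA was 2508 without DMSO replicate 1 and 2696 without DMSO replicate 2. A hypothesis is that E6R at the dose used had a smaller effect on transcript levels than TSA. The labels give no library batch. A batch as the whole source of the TSA changes is argued against by the induced list, fixed in advance, with 14 of 15 genes higher under TSA.

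The replicate number separated cells of DMSO and E6R libraries better than E6R did. A classifier of replicate 1 against 2 trained in DMSO cells reached an area of 0.916 in E6R cells, and one trained in E6R cells reached 0.924 in DMSO cells, while from TSA to E6R the area was 0.513. Library batches marked by a number that DMSO and E6R shared would give this. So would other differences between replicates that happened to run the same way in both groups. Either may explain why E6R was told from DMSO at 0.823 and 0.879 with same-numbered training libraries but at 0.557 and 0.534 with crossed ones. The TSA libraries shared less of this difference. The areas were 0.798 from DMSO to TSA, 0.759 from TSA to DMSO and 0.628 from E6R to TSA.

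The mitochondrial share was lower in both E6R libraries. A few large cells were not the cause, since the higher of the E6R medians over cells thinned to 1000 UMIs was 1.9%, below the lower DMSO median of 6.1%. The limit on the mitochondrial share was not the cause either, since that E6R median was 2.0% with no limit. Whether all 13 genes fell by a common factor, as a loss of whole mitochondria from the libraries would give, cannot be told apart from unequal falls. Against DMSO the heterogeneity Q per degree of freedom was 3.73, with log2 fold changes of -3.67 for MT-ND6, -2.68 for MT-ND4 and -0.997 for MT-ND2. Against TSA it was 0.442, with log2 fold changes from -2.88 to -2.07, and MT-ND6 and MT-ND4 were also the genes with lower fitted values under TSA than under DMSO, with log2 fold changes of -1.59 and -0.051. An effect of E6R on mitochondrial transcripts stays open as untested, as does a difference in preparation between the E6R libraries and the others. Under TSA 11 of the 13 genes had higher fitted values with each of the 3 scalings. With TMM, MT-ND2, MT-CO3, MT-ND3 and MT-ND4L passed as higher and MT-ND6 as lower (edgeR adjusted p 0.00543 to 0.0259). The TSA libraries differed from each other, with 6.08% in replicate 1 and 9.71% in replicate 2. The deposited matrix of TSA replicate 2 carries a mark that may stand for a repeated amplification, and whether this bears on its mitochondrial share or on its 646 genes per cell at 1000 UMIs, against 712 in replicate 1, was not tested.

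At equal sums of 4206366 UMIs, 22580 and 25107 genes were detected in the DMSO libraries, 20515 and 20450 in the TSA libraries, and 18263 and 19711 in the E6R libraries. Shared barcodes do not account for this, since without them the lower DMSO count was 22267 and the higher E6R count 19841, at equal sums of 3855529. Background at a low level in the DMSO libraries may account for it in part: UMIs of 385 olfactory receptor genes, a family that cultured neural cells are not thought to use, were at 118 and 112 CPM under DMSO, 22.3 and 37.4 under TSA and 12.04 and 30.7 under E6R. The lower DMSO value was 3.65 times the higher E6R value. The DMSO libraries were also the shallowest, which would give a constant background a larger share. The fitted E6R changes followed abundance in the direction such a background gives, with a median log2 fold change of -1.17 in 2062 genes under 1 CPM and 0.18 in 7515 genes at 20 CPM or more; for TSA these were -0.55 and 0.08. Falls of rare genes under either treatment are therefore less certain than falls of abundant ones.

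Genes of the S phase list were higher under E6R. The scaling did not account for this, since the smallest list median over the 3 scalings was 0.54, with total counts only. One low DMSO library did not account for it, since the lower of the medians against each DMSO library was 0.51. The trend with abundance described above did not account for it either, since among genes with a mean of 20 CPM or more the list lay 0.50 above the median of all genes. In cells called G1 the list median was 0.70. A hypothesis is that E6R cells held more S phase transcripts, through the treatment or through a difference in growth between the cultures; the preparation of the libraries stays open, and the fry value of 0.0601 did not pass. Genes repressed by HDAC inhibitors include MYCN and were chosen for their fall under enzymatic inhibitors. They rose in the same libraries, with 12 of 12 higher. Under TSA the list did not pass camera. Of the 7 genes that passed for TSA adjusted over the list alone, 5 were lower and 2 higher. An effect of E6R opposite to that of TSA was therefore not shown.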
